A study of Mus musculus with 3 samples. Its data were reported in "Global MicroRNA Expression Profiling of Mouse Livers following Ischemia-Reperfusion Injury at Different Stages" (2016).

How the data were processed

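Small RNA libraries were sequenced from livers of male C57BL/6J mice, an inbred laboratory strain, after a sham operation (Sham), after warm ischemia (WI) or after ischemia followed by reperfusion (IR). Each group was represented by 1 library. The study describes RNA extraction for each group of mice, but whether RNA of several mice entered a library was not stated. Groups were taken from the sample titles.

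The deposited values were raw read counts per mature microRNA, with no normalisation. The authors removed adaptors and low-quality reads, selected reads by length, and aligned them to the mouse mm9 genome with Bowtie, which allowed 1 mismatch and discarded reads with too many genomic positions. They sorted alignments into RNA classes with HTSeq and counted mature microRNAs with miRDeep2. Reads that fit 2 near-identical microRNAs can be counted under both names, and fragments of other RNAs that lie on an annotated hairpin are counted as that microRNA. No molecular identifiers were used, so PCR copies were counted as separate reads.

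The 3 files listed the same 1908 mature microRNAs, each under 1 name, so the planned summing of repeated names had nothing to act on. The libraries held 3844133 (Sham), 5064014 (WI) and 3784539 (IR) microRNA reads. These totals cover microRNA reads only and not all reads of a library. The smallest level that could be told from none, set at 3 reads, was 0.758 normalised reads per 1000000 (CPM) in Sham, 0.617 in WI and 0.785 in IR. Intervals and floors cover counting error only.

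Counts were scaled by trimmed mean of M-values (TMM) factors from edgeR 4.0.16 in R 4.3.3, which were 1.03 (Sham), 0.961 (WI) and 1.01 (IR), and expressed as CPM of the scaled totals. Log2 fold changes were taken on log2(value + 0.1), which understates changes of microRNAs with few reads. Their standard errors (SE) came from the read counts alone. Each microRNA with at least 1 read in either library was tested with a two-sided Fisher's exact test on its reads and the scaled totals in scipy 1.17.1. A microRNA was called at a fold change above 1.5 and an unadjusted p under 0.01, the criteria stated in the methods of the study. Benjamini-Hochberg adjustment was an alternative. The quasi-likelihood test of edgeR needs replicates and could not be fitted. Every p-value therefore compares 2 libraries and not 2 conditions, and no difference has a replicate check among the libraries.

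Profiles were compared by Spearman correlation of log2(CPM + 1) over microRNAs with at least 10 reads across the 3 libraries, with a 95% interval from 1000 resamplings of the microRNAs. The time-series clustering tool of the study was not used here. In its place, microRNAs were counted that were called in the same direction in IR against Sham and IR against WI and not called in WI against Sham. Shares of reads carry 95% Wilson intervals.

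Most microRNAs named in the report followed a rule fixed before the data were examined. They were the 3 most abundant, the 3 raised and 3 lowered called microRNAs with the largest fold change in each comparison among those with at least 50 reads over the 2 libraries, and 8 microRNAs that the study discusses or measured by qPCR. Outside this rule, miR-486-5p and miR-3107-5p are named in the report for their near-equal reads, and further microRNAs are named in the closing section, all chosen after the values had been seen. Hairpin positions were taken from the GENCODE annotation of the NCBIM37 (mm9) assembly, the build the authors used, matched by symbol and synonym. No position is given where no hairpin was matched.

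Alternatives changed the scaling (DESeq2 1.42.0 size factors, library totals, totals without the 10 most abundant microRNAs, or the genome-aligned read totals that the study gives), the pseudocount (1 or none), the read minimum, the p and fold thresholds, and the depth (all libraries thinned to the smallest). Others replaced Fisher's test by edgeR's exact test with an assumed coefficient of variation between animals of 0.1, 0.2 or 0.4, or with one estimated from the 3 libraries taken as 1 group, which was 0.156.

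The calling procedure was tested on simulated data with 200 microRNAs changed by 2 on the log2 scale. With counting error alone it recovered 78 of the 79 changed microRNAs with at least 30 reads and made 2 calls among 558 unchanged microRNAs. With an added coefficient of variation of 0.2 it recovered 79 of 80 and made 49 calls among 564 unchanged microRNAs. Of all 200 changed microRNAs, which include those with fewer than 30 reads, it recovered 91 with counting error alone and 88 with the added variation.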

Results

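When the blood supply of the liver is clamped and then released, damage arises from the lack of flow (ischemia) and from its return (reperfusion). The counts of mature microRNAs, which repress messenger RNAs by base pairing, were compared between 3 small RNA libraries from mice, 1 per group. The Sham library came from the sham-operated group. The WI library came from the group in which the blood supply of the liver was clamped. The IR library came from the group in which flow was restored after clamping. The comparisons ask which microRNAs differ after ischemia alone and which differ only once blood returns.

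The libraries differed in depth by a factor of 1.34, from 3784539 microRNA reads in IR to 5064014 in WI. Of the 1908 listed microRNAs, 851 had at least 1 read in some library, 449 had at least 10 reads over the 3 libraries, and 520 were seen in all 3. At least 1 read was found for 653 microRNAs in Sham, 682 in WI and 679 in IR. The 10 most abundant microRNAs held 76.5% of the reads in Sham (95% Wilson interval 76.5 to 76.6), 76.8% in WI (76.8 to 76.9) and 75.9% in IR (75.9 to 76.0).

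The most abundant microRNA was miR-192-5p, from a hairpin outside other annotated genes on chromosome 19 (6264844 to 6264932, mm9). It took 25.1% of the reads in Sham, 24.8% in WI and 23.9% in IR. The next was miR-22-3p, whose hairpin lies on chromosome 11 (75277218 to 75277312) and overlaps exons of Tlcd2 and of a non-coding transcript. The third was miR-148a-3p, from chromosome 6 (51219811 to 51219909), outside other genes. From Sham to IR, miR-192-5p fell by 0.04 on the log2 scale (SE 0.0021), miR-22-3p rose by 0.15 (SE 0.0024) and miR-148a-3p fell by 0.25 (SE 0.0040). These shifts exceeded counting error but were below the fold threshold, and shifts of this size depend on the scaling.

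The profiles were first compared as a whole. Over 449 microRNAs, Spearman's rho was 0.983 between Sham and WI (95% interval 0.976 to 0.988), 0.960 between Sham and IR (0.945 to 0.971) and 0.957 between WI and IR (0.942 to 0.968). The Sham and WI libraries were thus the closest pair, and their interval did not overlap either of the others. The correlations are across microRNAs, which are not independent replicates. With a minimum of 100 reads, rho was 0.988 between Sham and WI, 0.958 between Sham and IR and 0.959 between WI and IR. After thinning to equal depth it was 0.982, 0.960 and 0.958. Sham and WI stayed the closest in both. With all 851 detected microRNAs, many of which have few reads, the values lay close together (0.890, 0.888 and 0.895), WI and IR had the highest, and no intervals were computed.

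Pairwise comparisons were then made to find differentially expressed (DE) microRNAs. Between WI and Sham, 15 of 782 tested microRNAs were called, 11 higher and 4 lower in WI. This split into higher and lower depended on the scaling. It was 10 and 6 with DESeq2 size factors, 7 and 10 with library totals, and 23 and 2 with genome-aligned totals. Without the 10 most abundant microRNAs in the totals it was 8 and 9. Between IR and WI, 73 of 789 were called, 49 higher and 24 lower in IR. Between IR and Sham, 55 of 774 were called, 44 higher and 11 lower in IR. Adjustment for multiple testing at 0.05 left the 3 counts unchanged. The test leaves out variation between animals, which was not measured. With an assumed coefficient of variation of 0.1, edgeR's exact test called 12, 64 and 50 microRNAs in the same order, with 0.2 it called 4, 33 and 24, and with 0.4 it called 1, 6 and 10. The fold threshold also removed many small differences. A p under 0.01 without the required fold change was found for 81 microRNAs in WI against Sham, 76 in IR against WI and 69 in IR against Sham.

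**Figure D1:**
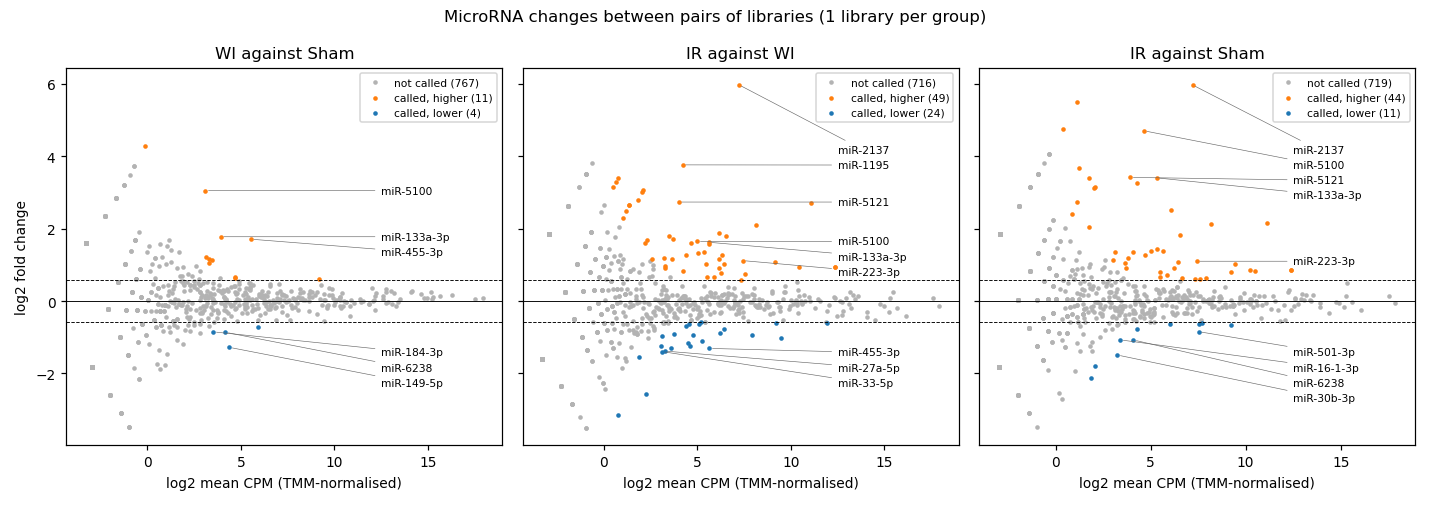
Log2 fold change (vertical axis) against log2 mean TMM-normalised CPM (reads per 1000000, horizontal axis) for each microRNA in the 3 comparisons, with 1 library per group; orange points were called higher, blue points lower and grey points not called, and dashed lines mark a fold change of 1.5. Called microRNAs number 15 in WI against Sham, 73 in IR against WI and 55 in IR against Sham, and miR-2137 lies highest in both IR comparisons.

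After ischemia alone, the largest rise among called microRNAs with at least 50 reads over both libraries was that of miR-5100, with 7 reads in Sham and 75 in WI. Its log2 fold change was 3.05 (SE 0.55, Fisher's exact p = 8.48e-13). MiR-133a-3p is made from hairpins on chromosome 2 (180133084 to 180133187, outside other genes) and chromosome 18 (10782897 to 10782983, antisense in an intron of Mib1). It rose from 27 to 115 reads, a log2 fold change of 1.78 (SE 0.31). MiR-455-3p, from an intron of Col27a1 on chromosome 4 (62917885 to 62917966), rose from 86 to 347 reads, a log2 fold change of 1.71 (SE 0.17).

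Among the 4 microRNAs called lower in WI, all with at least 50 reads, miR-149-5p changed most. It comes from an intron of Gpc1 on chromosome 1 (94746955 to 94747020), and its reads went from 117 to 59, a log2 fold change of -1.28 (SE 0.23). MiR-6238 fell by 0.86 on the log2 scale (SE 0.24). MiR-184-3p, from chromosome 9 (89697098 to 89697166, outside other genes), fell by 0.85 (SE 0.29).

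Reperfusion was then compared with ischemia, again among called microRNAs with at least 50 reads. MiR-2137, from an intron of Zfp185 on chromosome X (70237418 to 70237483), had 18 reads in Sham, 22 in WI and 1115 in IR. Its log2 fold change was 5.98 (SE 0.31) in IR against WI and 5.97 (SE 0.34) in IR against Sham. MiR-1195, from chromosome 17 (71209818 to 71209940, outside other genes), rose from 2.47 CPM in WI to 34.8 CPM in IR, a log2 fold change of 3.76 (SE 0.43). MiR-5121 rose from 20 to 107 reads, a log2 fold change of 2.74 (SE 0.35). These 3 microRNAs and miR-5100 belong to the 51 microRNAs named without a 5p or 3p arm, whose median log2 fold change in IR against Sham was 0.42.

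With the same read minimum, the largest falls from WI to IR were those of miR-33-5p, miR-27a-5p and miR-455-3p. MiR-33-5p lies in an intron of Srebf2 on chromosome 15 (82028552 to 82028620) and fell by 1.39 on the log2 scale (SE 0.38), from 61 to 18 reads. MiR-27a-5p lies on chromosome 8 (86732571 to 86732657), outside other genes, and fell by 1.38 (SE 0.36). MiR-455-3p fell by 1.31 (SE 0.16), which brought it from 71.3 CPM in WI to 28.8 in IR, near the 21.7 of Sham.

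Between IR and Sham, miR-2137, miR-5100 and miR-5121 rose most among called microRNAs with at least 50 reads. MiR-5100 reached 186 reads in IR, a log2 fold change of 4.71 (SE 0.54) over Sham, and miR-5121 had a log2 fold change of 3.42 (SE 0.47). With the same minimum, the largest falls were those of miR-30b-3p, miR-6238 and miR-16-1-3p. MiR-30b-3p, from chromosome 15 (68168977 to 68169072, outside other genes), fell by 1.49 (SE 0.38, Fisher's exact p = 3.86e-05). MiR-6238 fell by 1.07 (SE 0.27), and miR-16-1-3p also fell by 1.07 (SE 0.34).

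**Figure D2:**
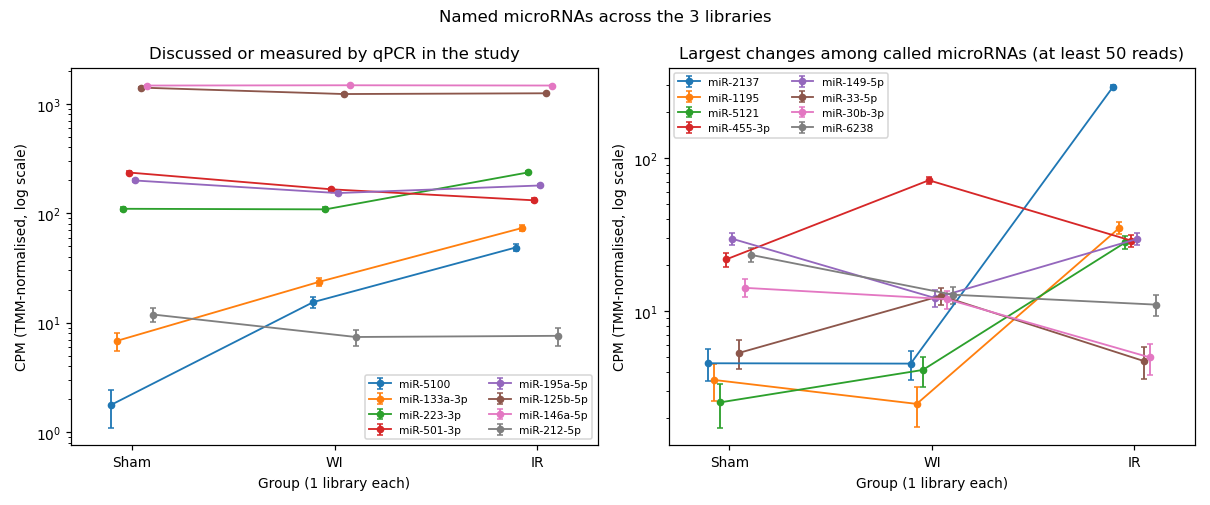
TMM-normalised CPM (vertical axis, log scale) in the Sham, WI and IR libraries for 8 microRNAs discussed or measured by qPCR in the study (left) and 8 with large changes among called microRNAs with at least 50 reads (right); each point is 1 library and bars are 1 counting standard error. MiR-5100 and miR-133a-3p rise at both steps, miR-223-3p and miR-2137 rise only in IR, and miR-455-3p peaks in WI.

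The microRNAs that the study discusses or measured by qPCR were examined in all comparisons. MiR-223-3p, on chromosome X (93438156 to 93438265, in an exon of the transcript F630028O10Rik), did not differ between Sham and WI beyond counting error, with 110 and 109 CPM (Fisher's exact p = 0.871). It rose to 236 in IR, a log2 fold change of 1.10 over Sham (SE 0.08, Fisher's exact p = 1.04e-41). MiR-133a-3p rose further in IR, to 280 reads, and its log2 fold change over Sham was 3.41 (SE 0.29). MiR-212-5p, in an intron of a long non-coding RNA gene on chromosome 11 (74986890 to 74986980), went from 47 reads in Sham to 36 in WI and 29 in IR. Neither fall from Sham passed the p threshold (Fisher's exact p = 0.0357 for WI and 0.0659 for IR).

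MiR-501-3p and miR-125b-5p were examined for a fall after reperfusion, because the study links them to the Toll-like receptor pathway. MiR-501-3p, in an intron of Clcn5 on chromosome X (6818369 to 6818477), went from 933 reads in Sham to 805 in WI and 502 in IR. It fell by 0.51 on the log2 scale from Sham to WI (SE 0.07) and by 0.84 from Sham to IR (SE 0.08, Fisher's exact p = 3.73e-27). With TMM it was called only in IR against Sham. It was also called in WI against Sham with library totals (-0.61) or without the 10 most abundant microRNAs in the totals (-0.59), and in IR against WI with genome-aligned totals (-0.66). In IR against Sham it was not called at an assumed coefficient of variation of 0.2. MiR-125b-5p, with 1 matched hairpin on chromosome 16 (77646518 to 77646588), fell by 0.17 from Sham to IR (SE 0.03). This was larger than counting error (Fisher's exact p = 1.50e-09), but the fold change of 1.13 was below the threshold. From Sham to WI it fell by 0.19 on the log2 scale (SE 0.03). From WI to IR miR-125b-5p did not differ beyond counting error with TMM (Fisher's exact p = 0.414). Both statements depended on the scaling. From WI to IR the log2 fold change was 0.10 with library totals (Fisher's exact p = 0.00064) and -0.30 with genome-aligned totals (Fisher's exact p = 3.50e-27), and from Sham to WI it was -0.04 with genome-aligned totals (Fisher's exact p = 0.151).

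MiR-195a-5p, on chromosome 11 (70048544 to 70048637, outside other genes), had 199 CPM in Sham, 153 in WI and 179 in IR. It fell by 0.38 on the log2 scale from Sham to WI (SE 0.07, Fisher's exact p = 2.37e-07), a fold change of 1.30, and was not called. MiR-146a-5p, also on chromosome 11 (43187899 to 43187963, outside other genes), showed no difference beyond counting error in any comparison with TMM. This depended on the scaling, since WI against Sham gave -0.09 on the log2 scale with library totals (Fisher's exact p = 0.00029) and IR against WI gave -0.33 with genome-aligned totals (Fisher's exact p = 1.65e-38). Its TMM-normalised levels were 1469, 1478 and 1470 CPM in Sham, WI and IR.

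The modes of change over the 3 stages were then counted. Of the 88 microRNAs called in at least 1 comparison, 33 were raised and 8 were lowered only after reperfusion. Among the raised was miR-223-3p. The reads of miR-486-5p and miR-3107-5p, both among the 33, agreed within 0.505% in every library, so whether they were counted as separate microRNAs is uncertain. Of the 15 microRNAs called in WI against Sham, 5 kept their direction in IR against Sham. Another 6 turned back from WI to IR, 4 of them after a rise and 2 after a fall. Of the 73 microRNAs called between IR and WI, 29 were not called between IR and Sham, a share of 39.7% (95% Wilson interval 29.3 to 51.2). The study took Sham livers after a wait equal to the occlusion time. IR livers were therefore taken later after surgery than those of Sham and WI. Changes found only in IR cannot be told apart from changes with time since surgery.

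**Figure D3:**
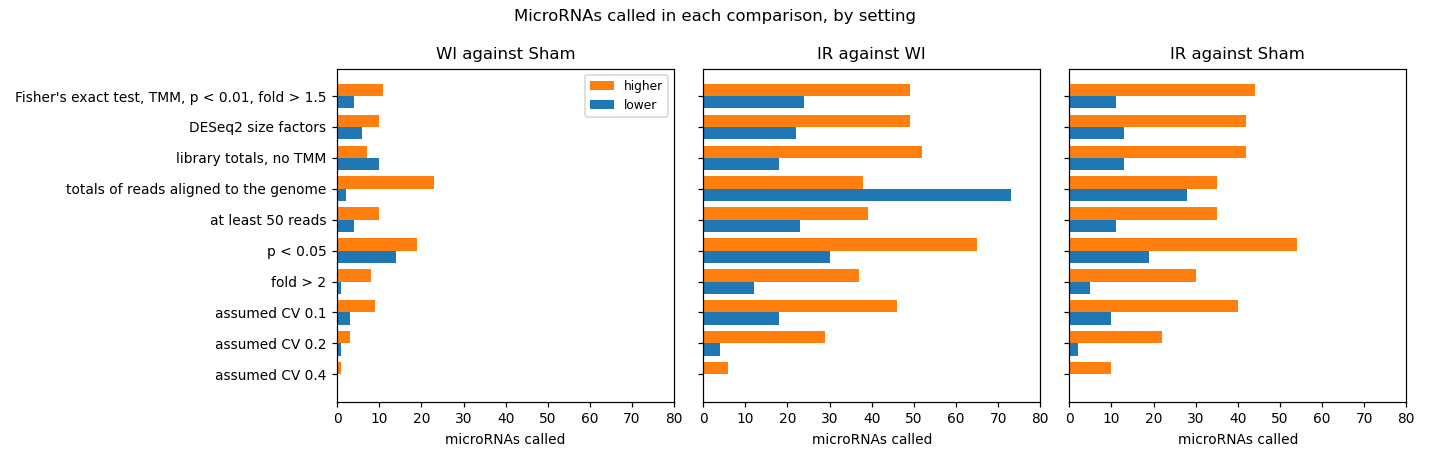
Number of microRNAs called (horizontal axis) in the 3 comparisons under 10 settings, the criteria of the study at the top; orange bars count microRNAs higher and blue bars lower in the later stage. More microRNAs are called in both IR comparisons than in WI against Sham under each setting shown, and the bars shorten as the assumed coefficient of variation (CV) between animals grows from 0.1 to 0.4.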

Values the study reported

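In the study, vascular occlusion lasted 90 min in the WI and IR groups, and reperfusion in the IR group lasted 120 min. Sham mice were kept for 90 min after laparotomy, with no added wait to match the reperfusion. The study counted 16291554 clean small RNA reads for Sham, 17700730 for WI and 22618844 for IR. Of these, 66.05%, 67.03% and 51.62% aligned to the genome. The methods of the study state a fold change above 1.5 and a p-value under 0.01 for the selection of microRNAs. According to the study, 42% of the microRNAs that differed between reperfusion and ischemia were not among those that differed between IR and Sham. Its time-series clustering gave 16 profiles, of which profiles 7 and 8 were significant. The study also ran qPCR in triplicate and reports that it bore out the changes of the selected microRNAs.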

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

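The alternatives were listed before the data were examined. Leaving out replicates and regrouping the libraries could not be done with 1 library per group, and summing repeated names was not run because no name was repeated. Of 16 alternatives for the calls, 10 left the number called in WI against Sham within 1.5 times the reported one (12 to 17), 13 did so for IR against WI (49 to 95) and 12 for IR against Sham (46 to 73).

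The assumed variation between animals mattered most at its higher values. With a coefficient of variation of 0.1, edgeR's exact test called 12, 64 and 50 microRNAs, near the reported numbers. With a coefficient of variation of 0.2, edgeR's exact test called 4 (WI against Sham), 33 (IR against WI) and 24 (IR against Sham) microRNAs, with 17 raised and 1 lowered only after reperfusion. With 0.4, it called 1, 6 and 10, with 5 raised and 0 lowered, and the share of IR against WI calls missing from IR against Sham was 16.7%. With the value estimated over the 3 libraries (0.156), it called 4 in WI against Sham, 49 in IR against WI and 34 in IR against Sham, with 1 lowered only after reperfusion. That estimate contains any true differences between the stages, so it is not a measure of variation between animals.

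Thresholds moved fewer results. At p under 0.05, WI against Sham gave 33 microRNAs. At a fold change above 2, it gave 9, IR against Sham gave 35, and 4 were lowered only after reperfusion.

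Scaling by totals of reads aligned to the genome moved the median log2 fold change to 0.19 in WI against Sham, -0.35 in IR against WI and -0.15 in IR against Sham. TMM kept it within 0.04 of 0. Calls then numbered 25 in WI against Sham and 111 in IR against WI, of which 73 were lower in IR. In IR against Sham, 35 were higher and 28 lower, where TMM gave 44 and 11. The number lowered only after reperfusion was 16, and the share of IR against WI calls missing from IR against Sham was 56.8%. The raised microRNAs were less affected, with 26 raised only after reperfusion against 33 in the report. Directions of small changes therefore hold relative to the bulk of microRNAs and not relative to all aligned RNA.

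Pearson's r was 0.994 for Sham with WI, 0.981 for WI with IR and 0.982 for Sham with IR. With every detected microRNA, Spearman's rho was 0.890, 0.895 and 0.888 in that order, so the closest pair changed. It stayed the same with at least 100 reads (0.988, 0.959 and 0.958) and after thinning (0.982, 0.958 and 0.960). Without miR-192-5p, the 10 most abundant microRNAs held 70.9% of the reads in Sham, 71.7% in WI and 70.3% in IR.

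Of 768 recomputed values of the named microRNAs, 709 kept their direction and call, 34 lost a call, 5 gained one and 20 changed sign. Of the 5 gained, 3 concerned miR-501-3p, which was called in WI against Sham with library totals (-0.61) and without the 10 most abundant (-0.59), and in IR against WI with aligned reads (-0.66). None of the sign changes concerned a change that had been called. MiR-146a-5p changed sign in WI against Sham to -0.036 (DESeq2), -0.092 (library totals) and -0.074 (without the 10 most abundant), in IR against WI to 0.011, 0.065 and 0.010, and in IR against Sham to -0.026, -0.027 and -0.064, and to -0.17 with aligned reads. MiR-192-5p in WI against Sham became -0.015 with library totals. MiR-22-3p in WI against Sham became -0.034 with library totals and -0.016 without the 10 most abundant. With aligned reads, miR-22-3p became -0.24 in IR against WI and -0.016 in IR against Sham, miR-195a-5p became -0.094, miR-125b-5p -0.30 and miR-212-5p -0.29 in IR against WI, and miR-223-3p became 0.14 in WI against Sham. After thinning, miR-212-5p in IR against WI became -0.0084.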

Other observations

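The tests of marker lists, of low read counts in minor arms and of a shared source for microRNAs named without an arm were chosen after the values had been seen. Their groupings of microRNAs are not groups of the study, and percentiles describe these libraries without a replicate check.

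MicroRNAs whose names carry no 5p or 3p arm, for which only 1 product of the hairpin is registered, rose as a class in IR. Of 51 such microRNAs with at least 10 reads, 35 were higher in IR than in Sham, with a median log2 fold change of 0.42. Among 10000 lists of other microRNAs matched on expression, this median had a percentile of 100, and 95% of the lists fell between -0.16 and 0.05. In WI against Sham the class median was -0.02, at a percentile of 26.2. The class supplied 19 of the 44 microRNAs called higher in IR against Sham and 22 of the 49 in IR against WI. It makes up 51 of the 449 microRNAs with at least 10 reads. Of the microRNAs called lower, it supplied 2 of 11 in IR against Sham, 1 of 24 in IR against WI and 2 of 4 in WI against Sham. Its share of microRNA reads was 0.538% in Sham, 0.459% in WI and 1.01% in IR. MiR-6240 alone went from 3291 reads in Sham to 14117 in IR, but without it the shares still were 0.453%, 0.404% and 0.640%. These shares include miR-451a, whose name carries no arm and which is also in the erythroid list below. It had 4107 reads in Sham, 4666 in WI and 7028 in IR, so part of the class rise is shared with that list. The percentile stayed at 100 after the 3 largest rises were left out, but a median hardly moves with so few removed, so this does not show how widely the rise was shared. The class median itself was 0.27 in IR against Sham when scaled by genome-aligned reads. Its distance from the median of the other microRNAs was at least 0.418 under 5 scalings, which a scaling can hardly change. A candidate explanation is that fragments of other RNAs, more frequent in injured or degraded tissue, were counted under these names. The percentile of 100 restates the pattern, so fragments cannot be told apart from a true rise. A check of genomic copy number was void, because only 15 of the 51 (29.4%) had a hairpin in the annotation used. The sequences or lengths of the reads under miR-2137, miR-6240 and miR-5100 would bear on it.

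Erythroid microRNAs also rose in IR. Of a list of 5 (miR-451a, miR-144-3p, miR-144-5p, miR-486-5p and miR-486-3p), 4 were higher in IR than in Sham by more than 2 counting standard errors. The exception was miR-486-3p, with 27 and 28 reads. The list median was 0.63 on the log2 scale, at a percentile of 99.5 among matched lists, and in WI against Sham it was -0.09, at a percentile of 13.1. The list holds both arms of miR-144 and of miR-486, so its members are not independent. MiR-451a also belongs to the class named without an arm, so the list and that class overlap. The lists were matched on expression and not on this pairing, so the percentiles may overstate how unusual the list is. One member went another way, since miR-144-3p rose by 0.42 (SE 0.10) from Sham to WI and by 0.20 (SE 0.09) from WI to IR, so most of its rise came before reperfusion. MiR-451a rose by 0.83 (SE 0.03) and miR-486-5p by 0.85 (SE 0.01) from Sham to IR. Scaled by genome-aligned reads, the list median in IR against Sham was 0.46. Its distance from the median of all microRNAs was at least 0.608 under 5 scalings, which a scaling can hardly change. More blood in the sampled IR tissue is a candidate explanation. The histology of the study describes congestion of the sinusoids in IR and no abnormality in Sham, which goes with more blood. The source of these reads was not tested, and the libraries alone cannot tell blood from a change within liver cells. The earlier rise of miR-144-3p goes against blood in IR as the whole explanation for that arm. MiR-144-5p, from the same hairpin, did not rise from Sham to WI beyond counting error (0.015, SE 0.09). Whether blood also adds to the rise of miR-223-3p was not tested.

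MiR-133a-3p, which is enriched in muscle, rose from 27 reads in Sham to 115 in WI and 280 in IR. If muscle tissue had entered the samples, other muscle microRNAs would rise with it. In Sham, WI and IR, miR-1a-3p had 0, 1 and 6 reads, miR-133b-3p had 0, 2 and 4, and miR-206-3p had 0, 0 and 1. MiR-133a-5p, the other arm of miR-133a, had 0, 1 and 3. MiR-499-5p had 0 reads in Sham, 4 in WI and 0 in IR, so it did not rise from Sham to IR. These numbers are far smaller than for miR-133a-3p, and each is too low to decide a direction on its own. Apart from miR-499-5p, all went from 0 reads in Sham to more in IR, the direction that muscle tissue would give. The ratio of these microRNAs in muscle under this library protocol is not known here, so muscle tissue is not excluded.

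The minor arms of hairpins, the less abundant product of each, shifted only slightly. The label rests on all 3 libraries together, IR included, so it is not independent of a change in IR. In Sham the minor arm held more reads than the major arm for miR-212 (47 against 36) and miR-324 (25 against 21). In IR it did so for miR-423 (1595 against 1574) and miR-379 (9 against 5). For such hairpins the direction partly follows from the label. Over 119 hairpins with at least 10 reads from both arms, the minor arm fell relative to the major arm in IR against Sham for 62, and the median difference was -0.06 on the log2 scale. When the reads of each hairpin were redrawn 10000 times with an unchanged share of the minor arm, this median had a percentile of 0.95. Of the redrawn medians, 95% lay between -0.05 and 0.05. With the arm labels as set, counting error alone thus rarely gave such a shift, but the redrawing does not address the labelling. In IR against WI the percentile was 0.11 and in WI against Sham, where the median difference was positive, 95.1. The minor arms taken alone had a median with a percentile of 0.16 among expression-matched lists, which does not set them against their major arms. With microRNAs named without an arm left out of the lists, the percentile was 2.26, just below the middle 95% of the lists, so the rise of that class carries part of this contrast. The difference between the arms was -0.077 after thinning to equal depth and 0.039 in WI against Sham. In IR against WI the minor arm fell relative to the major arm for 68 hairpins, the median difference was -0.08 and the percentile of the minor arms was 0.14. Minor arms called lower numbered 5 in IR against Sham, 10 in IR against WI and 0 in WI against Sham, and those called higher 3, 2 and 3. The median shifts were small in both IR comparisons, and 62 of 119 hairpins in IR against Sham is close to an even split.

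Arm ratios of single hairpins do not depend on scaling. At an adjusted p under 0.05 (Fisher's exact test on the reads of both arms, Benjamini-Hochberg over 119 hairpins), the ratio differed for 9 hairpins in IR against Sham, 14 in IR against WI and 10 in WI against Sham. The share of the minor arm was lower for 5 and higher for 4 in IR against Sham, 8 and 6 in IR against WI, and 3 and 7 in WI against Sham. Counting error alone would leave few or none of these differences. Because WI against Sham gave 10, the number of changed ratios was not particular to reperfusion, and without replicates it cannot be told apart from differences in library preparation. The share of miR-223-5p among the reads of its hairpin was 8.23% in Sham, 9.43% in WI and 2.38% in IR (adjusted p = 3.61e-05 for IR against Sham). The 3p arm of miR-223 rose in IR while the 5p arm went from 39 reads in Sham to 22. For miR-212, the 5p arm held 56.6% of the reads in Sham, 60.0% in WI and 30.5% in IR (adjusted p = 0.0074 for IR against Sham).

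Near-equal reads, within 2% in every library, were found for 2 pairs of names among 284 microRNAs with at least 20 reads in every library. Whether the same reads were counted under both names was not examined. MiR-486-5p and miR-3107-5p had 15084 and 15033 reads in Sham and 26245 and 26113 in IR. Let-7a-1-3p and let-7c-2-3p both had 155 reads in Sham and 131 in IR. The first pair was called under both names in both IR comparisons.

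The text of the study describes miR-195a-5p as raised in WI. In the deposited counts it was lower in WI than in Sham, by 0.38 on the log2 scale, and the fall did not reach the fold threshold. The study's list of DE microRNAs also has it lower in WI, but its WI value differs from the deposited one. At the listed value the fall would lie near the fold threshold, so the missing call rests on the deposited count.

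The microRNAs called here numbered 15 in WI against Sham and 55 in IR against Sham. Both are lower than the counts the study states for these comparisons. This depended on the p threshold. The methods of the study state a p under 0.01, but its lists of DE microRNAs hold p-values up to 0.05. The lower counts here may therefore reflect an unlike cutoff. With an unadjusted p under 0.05 the numbers were 33 in WI against Sham and 73 in IR against Sham, both above the counts of the study.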
